A study of Mus musculus with 20 samples. Its data were reported in "Dynamic enhancer landscapes in human craniofacial development" (2024).

How the data were processed

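H3K27ac ChIP-seq was carried out by the authors on dissected facial tissue of wild-type mouse embryos at e11.5, e13.5 and e15.5, with mixed cells of each tissue. Per the labels, freshly dissected tissue was crosslinked and sonicated, chromatin was precipitated with an antibody against H3K27ac, and libraries were made with an Illumina TruSeq kit. A peak file was analysed for each of 10 H3K27ac samples, and 10 input samples were not analysed here. The submitters' processing notes name BWA 0.7.7, SAMtools 0.1.19, MACS2 2.2.4 and the mouse build mm10, without settings, and the files are broad peak lists, called per sample. The deposited lists give for each peak its position, a score, a fold enrichment and −log10 of the p-value and the q-value, all computed by the authors within each list. The score was in nearly all peaks 10 times the −log10 q, rounded down, and no list held a peak with −log10 q under 1.30. The q-values were used only to rank or filter peaks within a list, since they and the fold enrichments cannot be compared between libraries, and a peak that was not called may still hold signal. The number of reads behind each list was not known, so peak numbers can follow depth and enrichment as well as biology.

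Samples were grouped by the stage and tissue in their labels. For the 3 samples of e15.5 the region in the label differed from that in the deposited peak names. The labels were used throughout, the e15.5 libraries entered stage comparisons as a set, and they were left out of the main regional comparisons. The 2 nasal plates of e11.5 and the noses were grouped as nasal. Each region had 1 library per stage, and p-values over libraries of a stage therefore measure the spread between different tissues; nothing in the labels says whether tissues of a stage came from the same embryos.

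Peaks on chromosomes 1 to 19, X and Y were kept (144852 of 144896). For each library and chromosome, the last peak ended within the length of the GRCm38 sequence, which is the mm10 build, in all 208 cases. Transcription start sites were taken from all transcripts of GENCODE vM21 (132629 positions), and nearest genes from its 21829 protein-coding genes. Overlapping or touching peaks of all libraries were merged, as bedtools 2.31.1 does, and a region was present in a library when a peak overlapped it by at least 1 bp. Regions and peaks more than 1 kb from every start site were distal. After the study's definition for its human data, a distal region was reproducible at a stage when at least 2 libraries of that stage had it. A peak belonged to the nearest protein-coding start site within 100 kb, which need not be the gene it regulates. Computations used Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and matplotlib 3.10.9.

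Similarity was tested with exact two-sided permutation tests of the mean Jaccard index, over all assignments of stage to 10 libraries or of region to 7. Gained and lost regions were counted and set against all 35 splits of the 7 libraries. The shares of distal peaks near 25 gene lists, and matches per kb to 19 consensus sequences on both strands, were tested by their slope over embryonic day against all 4200 assignments of stage, with Benjamini-Hochberg adjustment over the lists or motifs and a threshold of 0.05. Of these lists, 4 were also compared between regions by exact permutation, with adjustment over those 4. Fisher's exact test across genes compared list members with other genes among those with mostly gained or mostly lost regions. A further 2 lists, genes at loci discussed by the study and sex-linked genes, were reported as values. Shares of single libraries have exact Clopper-Pearson 95% intervals.

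The tests, gene lists, consensus sequences and most alternatives were fixed before the data were examined. So was the rule for named genes: the 10 genes with the most gained and the 10 with the most lost regions, ties taken alphabetically; up to 4 members of each list that passed, by the size of the difference in distal peaks per library between e15.5 and e11.5; the members of the last 2 lists; and the 5 widest gained and lost regions. Genes outside the rule are said to have been chosen after their values were seen.

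The procedures were tested on simulated data made from the real peaks. With no planted trend, 0 of 500 list tests and 3 of 380 motif tests passed. Trends were planted in 5 lists in each of 20 runs, and for motifs in 20 tests over 20 runs. A planted 2-fold trend was recovered in 27 of 100 list tests and 20 of 20 motif tests. A 4-fold trend was recovered in 87 of 100 list tests and 20 of 20 motif tests. Trends smaller than 2-fold were not simulated, so power for small motif changes is unknown. All 1000 planted gained and lost regions were recovered, with up to 79 others called in a run. The merged regions equalled those of bedtools for all 42346.

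The alternatives fixed beforehand were a −log10 q of at least 2, equal yield (the top 6571 peaks of each library by q-value), a promoter window of 2.5 kb, presence only where peaks covered 50% of a region, 1 library per stage, the overlap coefficient, the e15.5 libraries as labelled, gene assignment within 10 kb or 1 Mb, shares in base pairs, matches minus those of the reversed consensus, and each library left out in turn. Chosen after seeing the data were results without the 3 libraries of e15.5, list shares of all peaks, regions present in the nasal libraries alone and gene lists among regions of 1 stage.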

Results

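H3K27ac, a histone mark found at active promoters and enhancers, was mapped by ChIP-seq in tissue dissected from the face of wild-type mouse embryos at 3 embryonic stages, e11.5, e13.5 and e15.5. A peak list was analysed for each of 10 libraries. At e11.5 these were the mandibular process, the maxillary process, the medial nasal plate and the lateral nasal plate. At e13.5 and at e15.5 they were the mandibular process, the maxillary process and the nose. The 4 libraries of e11.5 and the 3 of each later stage were different facial regions, so a stage had no replicates of a region, and spread within a stage mixes regional and technical differences. The lists held 144896 peaks, from 6573 in the e11.5 maxillary process to 25947 in the e13.5 nose. Peaks more than 1 kb from any annotated transcription start site, called distal here, made up 49.9% of the peaks in the e11.5 medial nasal plate, 51.3% in the lateral nasal plate and 50.9% in the e13.5 nose. They made up 35.4% (95% exact interval 34.4 to 36.5) and 25.6% (24.6 to 26.7) in the mandibular process at e11.5 and e13.5, and 32.7% (31.6 to 33.9) and 16.8% (16.1 to 17.5) in the maxillary process. Intervals cover counting error only, and the sequencing depth of the libraries is unknown. For all 3 libraries of e15.5 the region in the sample label differed from the region in the deposited peak names, so they are written as the library labelled mandibular, maxillary or nose. Their distal shares were 43.9%, 40.7% and 36.1% in that order. The library labelled nose had 7736 peaks, of which 23.7% were shorter than 500 bp, against 2.12% to 14.6% in the others.

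**Figure D1:**
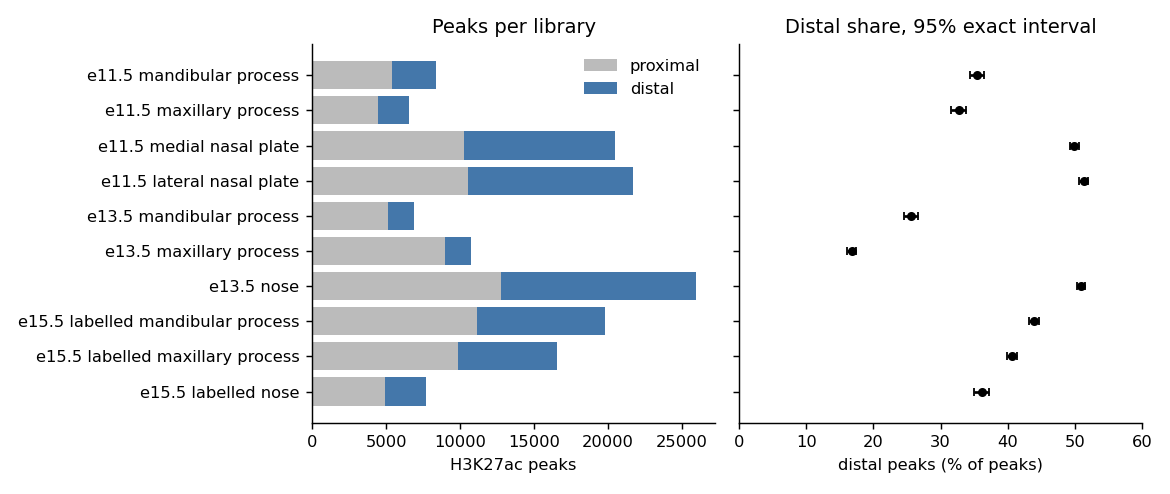
Number of H3K27ac peaks on chromosomes 1 to 19, X and Y in each library, split into proximal and distal peaks (left), and distal peaks as a percentage of these peaks with 95% exact binomial intervals (right). The medial and lateral nasal plates and the e13.5 nose had the largest distal shares, at 49.9%, 51.3% and 50.9%.

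Among the 10 widest peaks of each list, Tbx2, a T-box transcription factor gene, appeared in 9 libraries and Twist1, a basic helix-loop-helix factor gene of the cranial mesenchyme, in 6, all of e11.5 or e13.5. Col1a1, which encodes a chain of type I collagen, was among the 10 widest in the 3 libraries of e15.5 only, with peaks of 21573, 19823 and 20983 bp over the gene on chromosome 11 in the libraries labelled mandibular, maxillary and nose. Its widest peak elsewhere was 10628 bp, in the e13.5 mandibular process. Peak width is the authors' value within each list and was not tested between libraries, and these genes were chosen after their values were seen.

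The first question was how many distal regions were active and at which stages, as the study asked by week in human tissue. Most of the reproducible distal regions were reproducible at a single stage only. Merging the peaks of all libraries gave 42346 regions, of which 27439 were distal. A peak in at least 2 libraries of a stage was found for 7751 distal regions, or 28.2%, while 16146 (58.8%) had a peak in 1 library alone and 245 had a peak in all 10. Of the 7751 regions, 3304 (42.6%, exact interval 41.5 to 43.7) were reproducible at e11.5 only, 1723 (22.2%, 21.3 to 23.2) at e15.5 only and 212 (2.74%, 2.38 to 3.12) at e13.5 only. Regions reproducible at all 3 stages numbered 1131 (14.6%, 13.8 to 15.4), and 792 (10.2%) were reproducible at e11.5 and e15.5 but not at e13.5. A further 340 (4.39%) were shared by e11.5 and e13.5 and 249 (3.21%) by e13.5 and e15.5. Failing the rule at a stage does not mean that no peak was there. Both nasal plates and the e13.5 nose shared 1742 distal regions with no peak in the other libraries of e11.5 and e13.5. The rule counted these at e11.5 but not at e13.5, where only the nose was a nasal library. Of these, 793 also had a peak in the e15.5 library labelled mandibular, 503 in that labelled maxillary and 104 in that labelled nose. Among genes nearest to reproducible regions, all chosen after their values were seen, Tenm4, which encodes a teneurin membrane protein, had 9 regions of e11.5 only. Tenm4 was also nearest to 6 of the 1742 regions. Smad7, an inhibitor of TGF-beta signalling, had 7 regions present at all stages, and Col1a1 had 4.

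The class sizes followed which libraries were included and how many peaks each gave. When the same number of peaks, 6571, was taken from every library by rank of q-value, 2019 regions were reproducible, with 49.7% at e11.5 only, 14.7% at e15.5 only and 18.7% at all stages. The share at e11.5 and e15.5 but not at e13.5 was then 3.62%, against 10.2% with all peaks. With all peaks, the e13.5 mandibular and maxillary lists held 1765 and 1802 distal peaks, against 13207 in the e13.5 nose. Without the medial or the lateral nasal plate the e11.5-only share was 18.4% or 18.1% and the e15.5-only share 40.2% or 40.7%. Without the e15.5 library labelled mandibular or maxillary, the e15.5-only share was 3.41% or 3.76%, and the constant share 7.99% or 8.24%; without the e13.5 nose the constant share was 7.91%, and without the e13.5 maxillary process 9.61%. Without all 3 libraries of e15.5, 6119 regions were reproducible. With 1 library per stage as the rule, all 27439 distal regions counted, and 4532 did with a q-value threshold at −log10 of 2.

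**Figure D2:**
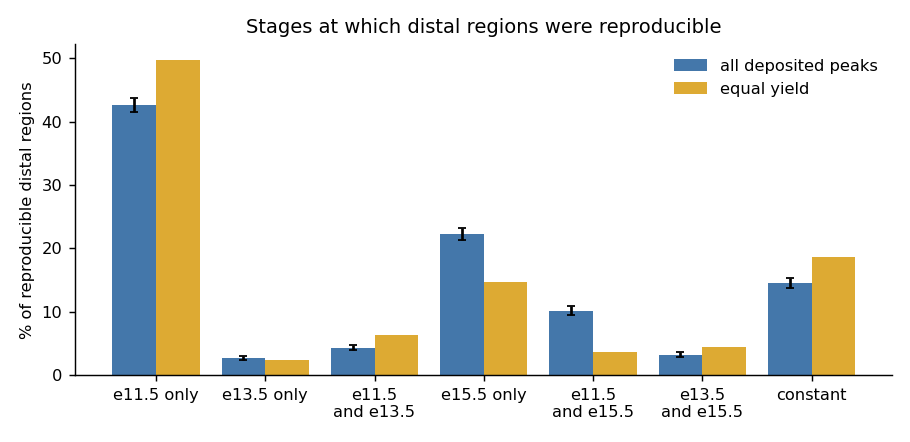
Percentage of reproducible distal regions in each class of stages, with all deposited peaks (7751 regions, 95% exact binomial intervals) and with the same number of peaks from every library (2019 regions). Regions of e11.5 only were the largest class in both, at 42.6% and 49.7%.

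Whether libraries of the same stage shared more distal regions than libraries of different stages was asked next. With all peaks they did not differ beyond chance. The Jaccard index, the number of regions shared by 2 libraries over the number present in either, averaged 0.189 for pairs of the same stage and 0.162 for pairs of different stages. The difference of 0.0269 had p = 0.270 in an exact two-sided permutation test over the 4200 assignments of stage to the 10 libraries. The call changed in other settings, and the cause was not tested. With equal numbers of peaks the means were 0.321 and 0.212, a difference of 0.108 with p = 0.00143, with the overlap coefficient the difference was 0.102 with p = 0.0376, and without the e13.5 nose it was 0.0608 with p = 0.0167, all by exact permutation.

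Facial region was compared across the 7 libraries of e11.5 and e13.5. Pairs from the same region, mandibular, maxillary or nasal, had a mean Jaccard index of 0.283 against 0.154 for pairs from different regions, and the difference of 0.129 had p = 0.0190 in an exact two-sided permutation test over 210 assignments. The nasal libraries accounted for it: the medial and lateral nasal plates had an index of 0.346 with each other, and 0.329 and 0.313 with the e13.5 nose. Within the 4 mandibular and maxillary libraries the same-region mean was 0.214 and the different-region mean 0.241, a comparison made after the values were seen. The 3 nasal libraries also had the most peaks of the 7. With equal numbers of peaks the difference was 0.05001 (p = 0.181, exact permutation), with the libraries of e15.5 included as labelled it was 0.0155 (p = 0.550), and with the overlap coefficient, which divides by the smaller set, it turned to −0.158 (p = 0.0381). Leaving out a nasal library gave 0.0858, 0.0896 or 0.0904, each with exact p = 0.133, and without the e11.5 maxillary or the e13.5 mandibular process the difference was 0.140 or 0.149, with p at 0.050 from fewer libraries.

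**Figure D3:**
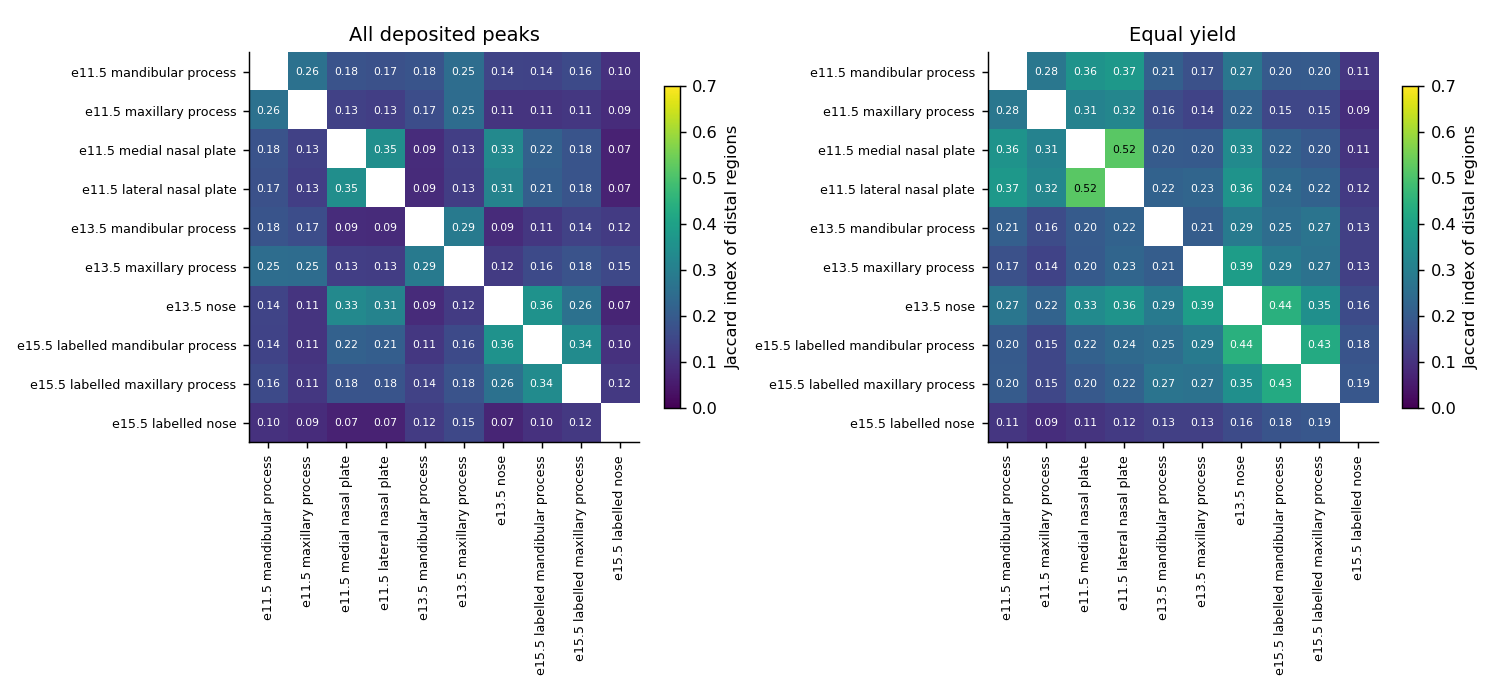
Jaccard index of distal regions for each pair of libraries, with all deposited peaks (left) and with the same number of peaks from every library (right). With all peaks the medial and lateral nasal plates had an index of 0.346, and the e13.5 nose had 0.356 with the e15.5 library labelled mandibular.

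Distal regions that appeared or disappeared between the first and the last stage were counted next. A peak in all 3 libraries of e15.5 and in none of the 4 of e11.5 was found for 147 regions, called gained, and the reverse for 157 regions, called lost. The widest gained region, on chromosome 1 from 189813373 to 189820084 (mm10), lay in an intron of Ptpn14, which encodes a protein tyrosine phosphatase. The next widest lay in an intron of Vac14 nearest to Mtss1l (chromosome 8, 110700672 to 110707074), across an exon and introns of Wdr1 (chromosome 5, 38548761 to 38554695) and of Plxna1, a plexin receptor gene (chromosome 6, 89349440 to 89355067), and between genes nearest to Tarbp1 (chromosome 8, 126522442 to 126527832). The widest lost regions were an intergenic one nearest to Cops8 (chromosome 1, 90438731 to 90444538), an intronic one of Ppfibp2 (chromosome 7, 107688796 to 107694297) beside a gained region of the same gene (107685279 to 107688503), an intergenic one nearest to Fignl2 (chromosome 15, 101091789 to 101096885), and intronic ones of Bcl9, a co-factor of Wnt signalling (chromosome 3, 97252417 to 97257478), and of Phldb2 (chromosome 16, 45892420 to 45897364).

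Single genes had few such regions. Of the 123 genes with a gained region within 100 kb of a start site, only Aph1c and Stard9 had 2. The regions of Stard9 lay in its introns on chromosome 2 (120642018 to 120644497 and 120651371 to 120654082). Those nearest to Aph1c overlapped Rab8b on chromosome 9 and lay side by side (66860396 to 66862124 and 66862397 to 66865015). Only overlapping or touching peaks were merged, so such neighbours counted as separate regions. The same holds for the gained and lost regions of Ppfibp2 and for the lost regions nearest to Fignl2 and Ankrd33. Of the 105 genes with a lost region, Col23a1, Dnmt3a and Gpc1 had 2. Those of Col23a1, a collagen gene, were intronic (chromosome 11, 51388790 to 51391669 and 51484109 to 51486753). Dnmt3a, which encodes a de novo DNA methyltransferase, had an intronic lost region (chromosome 12, 3841270 to 3845663) and an intergenic one, and both regions of Gpc1, a glypican gene, were intergenic on chromosome 1. The others named by the rule had 1 region each: 2310022B05Rik, A830005F24Rik, Abca1, Abt1, Alg14, Ankrd55, Anxa1 and Aqp7 a gained one, and 4933415A04Rik, Aff3, Ankrd33, Antxr1, Asb1, Atp6v0e2 and Bach2 a lost one. Intergenic regions made up 46.9% of gained and 63.7% of lost regions.

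The gained and lost counts changed with the libraries included. Without the e15.5 library labelled nose, 1231 regions were gained, and without the e11.5 mandibular or maxillary process, 334 or 446 were lost; without the e15.5 library labelled mandibular, 253 were lost. At equal peak numbers 88 were gained and 229 lost, and 26 of the 147 gained and 63 of the 157 lost regions were also found there. A −log10 q of at least 2 left 31 gained and 105 lost.

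Gene lists fixed before the data were examined were used to ask whether the regulatory regions of particular cell types took up more or less of the peaks with age. Regions near epithelial genes rose and regions near endothelial genes fell. The share of a library's distal peaks whose nearest protein-coding start site, within 100 kb, belonged to an epithelium gene averaged 0.103% ± 0.0294 (SD, 4 libraries) at e11.5, 0.130% ± 0.0314 at e13.5 and 0.304% ± 0.0856 at e15.5 (3 libraries each). The slope was 0.0486 percentage points per day, with exact permutation p = 0.00167 and a Benjamini-Hochberg adjusted p of 0.0208 over 25 lists. The counts behind it were 31, 26 and 59 peaks. Of the 17 genes, 10 had more distal peaks per library at e15.5 than at e11.5, 3 had fewer and 4 were equal. Dsp, which encodes the desmosome protein desmoplakin, went from a mean of 0.50 peaks to 3, Grhl2, a transcription factor gene of epithelia, from 1.25 to 3.67, Trp63, a regulator of stratified epithelia, from 0.75 to 3, and Perp, another desmosome gene, from 0.50 to 2.33.

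The endothelium list averaged 0.186% ± 0.0146 (SD) at e11.5, 0.125% ± 0.0227 at e13.5 and 0.0957% ± 0.0280 at e15.5, from 48, 24 and 19 peaks, with a slope of −0.0228 percentage points per day (exact permutation p = 0.00167, adjusted p = 0.0208). Of its 14 genes, 6 had fewer distal peaks per library at e15.5 than at e11.5, 3 had more and 5 were equal. The ETS factor gene Fli1 went from a mean of 3.50 to 1.67, Cdh5, which encodes VE-cadherin, from 3 to 1.33, Pecam1 from 1.75 to 0.67 and Sox17 from 0.75 to 0. Means for single genes were not tested.

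The other 23 lists did not pass, with adjusted p of 0.52 or more. They were the frontonasal, mandibular and maxillary patterning lists, olfactory placode and neurons, facial mesenchyme, chondrocyte, osteoblast, connective tissue fibroblast, tendon, skeletal muscle, tooth and hair placode, melanocyte, glia, sensory ganglion neuron, forebrain and eye, macrophage, erythroid, heart, liver, Hox, Hedgehog response, cell cycle and housekeeping. In simulated libraries a planted 2-fold trend was recovered for 27 of 100 lists and a 4-fold one for 87 of 100, so trends of 2-fold or less in these lists would mostly be missed.

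Both calls were fragile. At equal peak numbers neither list passed, although the slopes kept their direction (0.0386 for epithelium, adjusted p 0.161, and −0.0411 for endothelium, adjusted p 0.207). Neither passed with start sites within 10 kb, with proximal peaks counted too (0.511 each), or when any of the 4 libraries of e11.5, the e13.5 nose or the e15.5 library labelled maxillary or nose was left out, where the adjusted p lay between 0.0595 and 0.104 and the slopes between 0.0367 and 0.0555 and between −0.0241 and −0.0208. Without the library labelled mandibular only endothelium passed, and a −log10 q of at least 2 and a share in base pairs left only epithelium. With a promoter window of 2.5 kb olfactory placode and neurons also passed, with a slope of −0.0278 (adjusted p 0.0377).

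**Figure D4:**
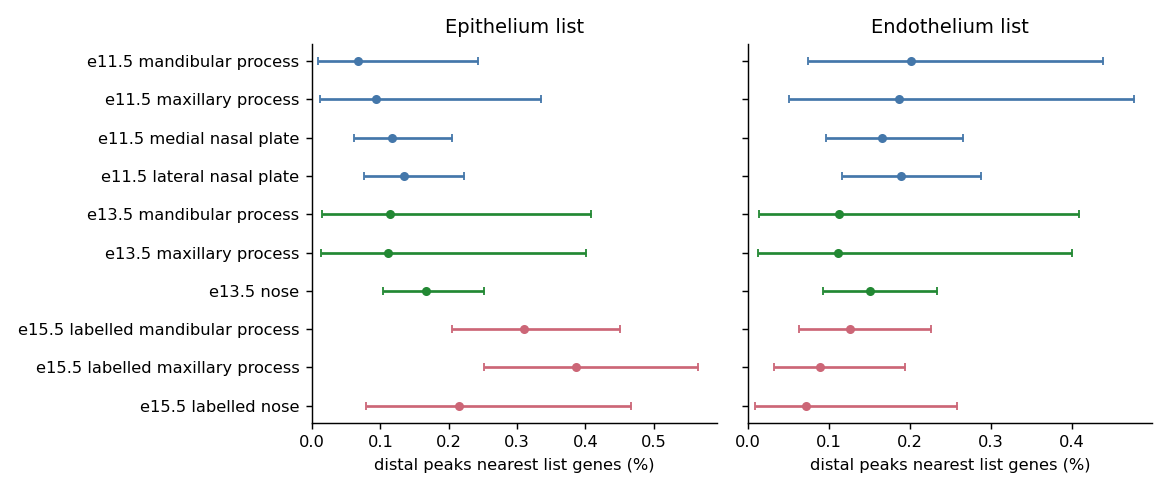
Percentage of each library's distal peaks nearest to genes of the epithelium list (left) and the endothelium list (right), with 95% exact binomial intervals. Epithelium shares were 0.215% to 0.386% in the e15.5 libraries and 0.0672% to 0.135% in those of e11.5.

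Lists of region-specific patterning genes were compared between facial regions in the 7 libraries of e11.5 and e13.5. None passed the exact permutation test, with adjusted p of 0.381 or more, but 7 libraries allow an adjusted p under 0.05 only if all 4 lists reach their smallest p at once. Frontonasal patterning genes include Alx1, Alx4 and Pax7. Their mean share of distal peaks was 0.281% in the 3 nasal libraries and 0.163% in the other 4. The difference was 0.118 points (exact p = 0.143, where the smallest p the design allows is 0.0286). Among those 4, the e11.5 maxillary process had 0.326%, above each nasal library (0.242% to 0.313%), and the rest had 0.101% to 0.113%. The maxillary and palate list took 0.195% in the maxillary and 0.123% in the other libraries (exact p = 0.190, smallest possible 0.0476). The maxillary process had 0.279% at e11.5 (6 peaks, interval 0.103 to 0.607), the highest of the 7 libraries. At e13.5 it had 0.111%, below the mandibular process (0.170%) and the nose (0.136%). The mandibular patterning list took 0.0336% in the mandibular and 0.0397% in the others (exact p = 0.857). The mandibular mean rested on 2 peaks at e11.5 and 0 at e13.5. Olfactory placode and neurons took 0.166% in the nasal and 0.162% in the others (exact p = 0.943). For frontonasal genes the difference was 0.232 in base pairs, 0.199 within 1 Mb and 0.00334 within 10 kb. For the maxillary and palate list it was 0.118 within 10 kb, with exact p = 0.0476 (adjusted 0.190). The maxillary and palate difference turned to −0.00476 with a promoter window of 2.5 kb and to −0.0118 without the e11.5 maxillary process.

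At 2 patterning genes, Hand2 and Alx1, peaks were uneven between libraries, by counts that were not tested. Hand2, a transcription factor gene of the distal mandibular arch at position 57320983 to 57324633 on chromosome 8, was the nearest gene of 5 peaks in the e11.5 mandibular process and 3 in the e13.5 mandibular process, and of none in the other libraries of these stages. The widest of these peaks spanned the gene and measured 14500 and 16373 bp. At e15.5 the library labelled maxillary had 2 peaks at Hand2, the wider of 29625 bp, the library labelled nose had 1 of 238 bp, and the library labelled mandibular had none. Alx1, a homeobox gene of the frontonasal mesenchyme on chromosome 10 (102998707 to 103030215), had peaks of 15729 and 18937 bp over its start site in the medial and lateral nasal plates and 27199 bp in the e13.5 nose. The peak over the start site measured at most 5044 bp in the mandibular and maxillary libraries of these stages, and another of 11385 bp lay within the gene in the e13.5 maxillary process. At e15.5 the corresponding peak measured 27009 bp in the library labelled mandibular, 6181 bp in that labelled maxillary and 4949 bp in that labelled nose. Both genes were chosen after their values were seen.

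**Figure D5:**
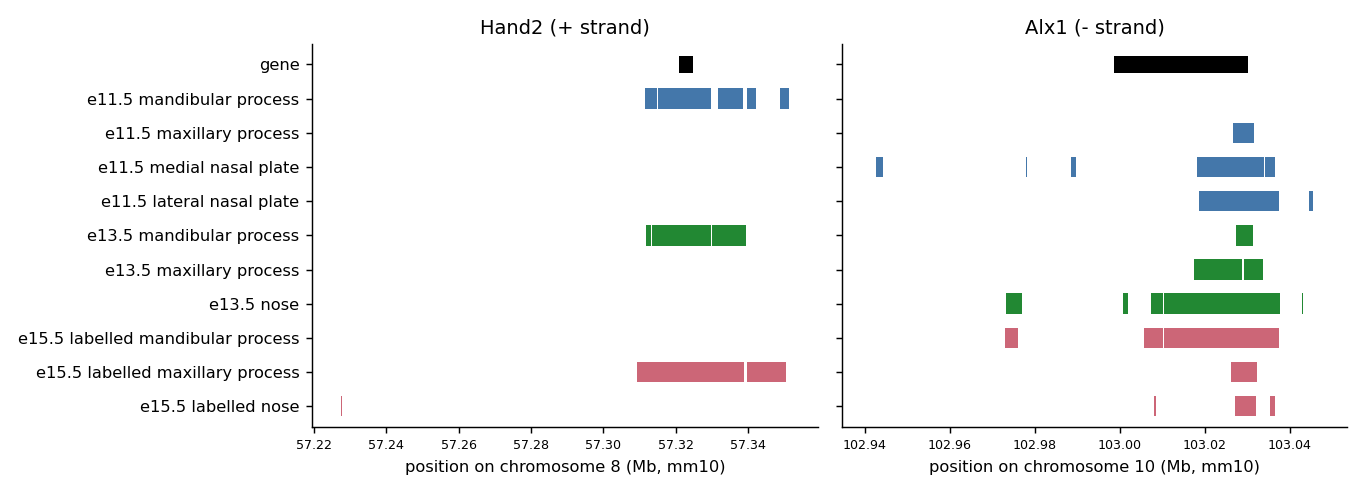
H3K27ac peaks assigned to Hand2 on chromosome 8 (left) and Alx1 on chromosome 10 (right) in each library, with position in Mb (mm10) and the gene body in black; colours mark the stages. Wide peaks at Hand2 were found in the mandibular process at e11.5 and e13.5 and in the e15.5 library labelled maxillary.

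The genes nearest to gained and lost regions were not sorted by the lists. Of the genes with unequal numbers, 122 had mostly gained and 104 mostly lost regions. Epithelium had 2 genes with mostly gained regions and none with mostly lost, and connective tissue fibroblast had 1 and 2. Endothelium, whose share of distal peaks fell with stage, had 1 with mostly gained and none with mostly lost. Chondrocyte and macrophage had none with mostly gained and 1 each with mostly lost. None of the 25 lists passed Fisher's exact test across genes, none had an unadjusted p under 0.05, and the smallest was 0.46. Only 5 lists had any such gene, so the test had little to work with.

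Consensus sequences of 19 transcription factor families were counted in the distal peaks to ask whether their frequency moved with stage. None passed adjustment in the exact permutation test, and 5 had an unadjusted p under 0.05. Matches to the TCF-LEF consensus of Wnt effectors (CTTTGAT) averaged 0.173 per kb at e11.5, 0.151 at e13.5 and 0.147 at e15.5 (exact p = 0.00357, adjusted 0.0656), and those to the E-box CAGATG 1.01, 0.961 and 0.939 (p = 0.0143, adjusted 0.0905). The AP-1 consensus TGASTCA averaged 0.178, 0.185 and 0.209 per kb (exact p = 0.00690, adjusted 0.0656), TEAD 0.664, 0.664 and 0.691 (p = 0.0248, adjusted 0.0941) and the palindromic GRHL consensus, bound by grainyhead-like factors, 0.00335, 0.00462 and 0.00549 (p = 0.0217, adjusted 0.0941). The GC content of distal peaks lay between 47.5% and 49.1% with no detected slope (exact permutation p = 0.870). AP-1 passed with a −log10 q of at least 2 (adjusted p 0.00905). Without the e13.5 maxillary process 4 motifs passed, AP-1, CAGATG, TCF-LEF and GRHL, and 4 passed after matches to the reversed consensus were subtracted, TEAD and MEF2 with positive and CAGATG and TCF-LEF with negative slopes.

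Genes at loci that the study discussed were examined by rule, as values with no test. Msx1, a homeobox gene of the facial mesenchyme, had a peak over the gene or within 1 kb of it in all 10 libraries and was nearest to distal peaks in 6. Snai2, a neural crest gene, had such a peak in 8 libraries, Lrrk1 in 9 with 30 peaks in all, Scaper in 7, Nipal2 in 5, Pop1 in 4 and Isl2, a LIM homeobox gene of neurons, in 2. Gbx2, Aldh1a3, Mymx and Kcns2 had none over the gene, but the distal peaks nearest to Aldh1a3, which encodes a retinoic acid synthesising enzyme, averaged 2.75 per library at e11.5, 0.333 at e13.5 and 0.667 at e15.5. Xist, which is transcribed from the inactive X chromosome, had a peak in all 4 libraries of e11.5, in 2 of the 3 of e13.5 and in none of e15.5. Of the Y-linked genes, Uty, Ddx3y and Kdm5d had a peak in all 3 libraries of e15.5, and in 3, 1 and 1 of the 4 libraries of e11.5 and 2, 2 and 1 of the 3 of e13.5; Eif2s3y had one in 1 library each of e13.5 and e15.5. The sex of the embryos is not in the labels, so sex and stage cannot be separated.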

Values the study reported

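The study's own enhancer map was made from human embryonic face tissue and differs from the mouse libraries here in species, samples and stages. It reported 13,983 reproducible human candidate enhancers. By gestational week, 1624 of them (11.6%) were predicted to be active throughout all weeks examined, 6347 in a single week, 3,749 over a continuous subset of weeks and 2236 in a pattern that was not continuous.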

Additional observations from a re-analysis of the deposited data

Results flagged for a closer look

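Of the tests in this part, those on the lists, the motifs, the nasal libraries and library yield in regional similarity were chosen after the results were seen; the tests on the e15.5 labels and on gained and lost regions were fixed before.

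In the 4 libraries of e11.5, 50 measures were searched for a library far from the rest, and 4 had 1; chance gives about 1 in 20. The maxillary process had the highest share of distal peaks near maxillary and palate genes, 0.279% (6 peaks), against 0.0899% to 0.117% in the others. The mandibular process had the lowest share near frontonasal patterning genes, 0.101% (3 peaks), against 0.288% to 0.326%, and the highest near cell cycle genes, 0.134% (4 peaks). The Hox list had a single peak, 0.00899% of those of the lateral nasal plate, and none in the other libraries of e11.5.

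From e11.5 to e13.5 the mandibular process moved in the opposite direction to the other regions in 3 measures, with 1 to 3 libraries behind each value, and these differences were not tested. Its peaks fell by 1515, while those of the maxillary process rose by 4182 and of the nasal libraries by 4850.5 from the mean of the plates. The genome covered by peaks fell by 1.33 Mb in the mandibular process and rose by 10.8 Mb in the maxillary process and 14.7 Mb in the nasal libraries. The share of peaks shorter than 500 bp rose by 0.647 percentage points in the mandibular process, fell by 10.3 points in the maxillary process and fell by 6.57 points in the nasal libraries. Outside chromosomes 1 to 19, X and Y, the lists held 44 peaks that entered no comparison, 7 of them on the mitochondrial genome, in the e13.5 mandibular process and the e15.5 library labelled nose.

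Labels of the e15.5 libraries may have been exchanged (a mislabelled sample). With the labels as given, the mean Jaccard index with the e13.5 library of the same region was 0.122, the lowest of the 6 ways of assigning the 3 regions, against 0.216 when regions were taken from the deposited peak names and 0.219 in the highest. At equal yield the index for the labels was again the lowest, 0.225. The assignment from the peak names was then the highest of the 6, at 0.282, with the next at 0.280. The share of distal peaks near mandibular patterning genes differed by only 0.00670 percentage points in the predicted direction (Fisher's exact p = 1). With 2 peaks in each library this comparison could not decide. It counted distal peaks, and the Hand2 peaks of the library labelled maxillary were proximal. The index did not part mandibular from maxillary libraries at the earlier stages. Hand2 and Alx1 in the report, and Pax7 below, follow the peak names, but these genes were picked after their peaks were seen. Exchanged labels stay open, with the index lowest for the labels as given in both settings, and no region is reassigned here.

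The gained and lost regions of the report could come from the choice of libraries or from library yield. With all peaks, 3 of the 35 splits of the 7 libraries gave as many regions, the real count of 304 included, and the highest other split gave 518, so chance is not excluded there. At equal yield only 1 split, the real one, gave as many (317, against 113 in the highest other split), which argues against library yield as the whole cause of a difference between e11.5 and e15.5. Stage, sex, litter, dissection and batch cannot be separated with these labels, and a difference between stages is a hypothesis from the equal-yield result.

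The nasal libraries of e11.5 and e13.5 shared 1742 distal regions found in none of the other 4 libraries. The genes nearest to most of them, named after their values were seen, were Tenm4 (6 regions) and Bach2, Bcl11b, Pja1, Tead1, Tgif1 and Tns1 (4 each). The highest count of regions for any other 3 of the 7 libraries was 80, and only 1 of the 35 splits reached the real count. Without the medial nasal plate, the lateral nasal plate or the e13.5 nose, the count was 2803, 2919 or 2624. Library yield could account for this, since the nasal libraries had the most peaks: at equal yield the count was 15, and 7 of the 35 splits had as many, the highest other 80. For the same-region similarity of the report the equal-yield difference was 0.05001, above 0 but not past the threshold, so regional sharing and library yield cannot be told apart there, because yield and nasal origin coincide. A regional difference of the nasal tissue remains open and untested beyond these counts.

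Other assignments of stage were run for the tests across lists and motifs. For the lists trending with stage, only 1 of 100 assignments, the real one, had 2 lists passing, and the highest other had 1. These assignments are those of the test itself and add no separate evidence on chance. For motifs the real count was 0, which all 100 assignments equal or pass by construction, with up to 6 in another, so it says nothing on chance. For lists of genes with mostly gained or mostly lost regions, all 35 splits gave 0, as the real split did, which is likewise no test of chance. For lists among e15.5-only and e11.5-only regions, 13 of 100 assignments gave as many as the real 1, with up to 2 in another, so chance is not excluded.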

How the results depend on the processing

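Results without the 3 libraries of e15.5, the shares of all peaks and the results on nasal-exclusive and single-stage regions were chosen after the results were seen; the other alternatives were fixed before. The unknown sequencing depth limits all counts, and the cause of the changes was not tested.

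With a promoter window of 2.5 kb the class shares, both similarity calls, the gained and lost counts (281 in all) and the epithelium and endothelium calls stayed, as did the 2 list calls within 1 Mb. At −log10 q of at least 2 there were 4532 reproducible regions (47.8% e11.5 only, 20.3% e15.5 only, 13.6% constant), 136 gained and lost regions (31 gained), 1 list (epithelium; endothelium did not pass, with a slope of −0.0219) and 1 motif. At equal yield there were 2019 reproducible regions (49.7%, 14.7% and 18.7%), 88 gained regions, 0 lists (slopes 0.0386 for epithelium and −0.0411 for endothelium), and similarity differences of 0.108 by stage and 0.05001 by region. Peaks covering 50% of a region gave class shares of 45.4%, 27.8% and 9.15%. With 1 library per stage 27439 regions counted, 30.7% at e11.5 only and 20.2% at e15.5 only. With the overlap coefficient the similarity difference was 0.102 by stage and turned from 0.129 to −0.158 by region, where the e15.5 libraries as labelled gave 0.0155. With start sites within 10 kb, 0 lists passed, with slopes of 0.0166 for epithelium and −0.00713 for endothelium. In base pairs 1 list passed, and the slope of endothelium was −0.0247. Without the 3 libraries of e15.5 the slopes were 0.0136 and −0.0302, and the 0 lists passing carry no weight, since 7 libraries are too few for a single list to pass adjustment. With all peaks 0 lists passed, with slopes of 0.0339 and −0.0117. Subtracting the reversed consensus gave 4 motifs.

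Leaving out each library in turn gave 5444 to 7661 reproducible regions, 18.1% to 63.5% at e11.5 only, 3.41% to 40.7% at e15.5 only and 7.91% to 15.9% constant. Similarity differences were 0.0181 to 0.0608 by stage and 0.0858 to 0.176 by region. Gained and lost regions numbered 305 to 1392, gained 148 to 1231 and lost 157 to 446. Lists passing numbered 0 to 2, with slopes of 0.0367 to 0.0555 for epithelium and −0.0268 to −0.0208 for endothelium, and motifs 0 to 4. Lists of mostly gained or lost regions stayed at 0. Lists by region were also at 0, but could not pass with a library of e11.5 or e13.5 left out, where the smallest p was 0.05 or more.

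Several differences that had not passed a test changed sign. Mandibular patterning by region went from −0.00616 to 0.00999 at −log10 q of at least 2, 0.0306 at equal yield, 0.0767 within 1 Mb, 0.00441 in base pairs, 0.0274 without the e13.5 mandibular process and 0.000937 without the e13.5 nose (−0.0397 at the lowest, without the e11.5 mandibular process). Olfactory placode and neurons by region went from 0.00441 to −0.00699 at equal yield, −0.0102 at 2.5 kb, and −0.00471, −0.00241, −0.0117 and −0.00340 without the e11.5 mandibular process, the lateral nasal plate, the e13.5 mandibular process and the e13.5 nose (0.0281 without the e11.5 maxillary process). It was 0.0944 at −log10 q of at least 2 (exact p = 0.0286, adjusted 0.0571), where frontonasal patterning had 0.176 with the same p, and 0.0689 in base pairs. Maxillary and palate by region went from 0.0723 to −0.00476 at 2.5 kb and −0.0118 without the e11.5 maxillary process (0.156 at the highest). The slope of olfactory placode and neurons over stage turned to 0.00282 in base pairs, that of MEF2 matches to −0.000689 without the 3 libraries of e15.5, and that of GRHL to −0.000370 minus the reversed consensus. Of 54 counts for named genes and regions, 34 moved at −log10 q of at least 2, 35 at equal yield and 4 at 2.5 kb; of those that the setting bears on, 19 of 30 moved when peaks had to cover 50% of a region, 13 of 24 within 10 kb and 1 of 24 within 1 Mb.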

Other observations

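Distal regions reproducible at e15.5 only lay near epithelial genes more often than those of e11.5 only, a comparison made after the classes were seen. There were 14 such regions of 1723 at e15.5 only (0.813%), nearest to Dsp, Esrp1, Grhl2, Krt5, Perp, Pkp1, Sfn and Trp63, and 1 of 3304 at e11.5 only (0.0303%), nearest to Epcam. Fisher's exact test, two-sided and with regions as units, gave an adjusted p of 7.62e-05 over 25 lists. Of 100 assignments of stage to the libraries, 13 had as many lists passing as the real 1, so chance is not excluded. Regions near the same gene are not independent, and 8 genes of the epithelium list lay behind the 14 regions. The list did not pass at equal yield, with 2 of 297 and 0 of 1004, without the medial or the lateral nasal plate (0.683 and 0.676 percentage points against 0.782, adjusted p 0.111 and 0.209), without the e15.5 library labelled mandibular or maxillary (0.910 and 0.819 points, adjusted p 0.187 and 0.230), or within 10 kb (0.116 points). Frontonasal patterning genes had 16 regions of e11.5 only, near Aldh1a3, Alx4, Crabp1, Pax3, Pax7, Six2 and Tfap2b, and 1 of e15.5 only, near Alx1 (adjusted p 0.128).

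Peaks at 1 more patterning gene were uneven between libraries, by counts chosen after they were seen. Pax7, a transcription factor gene of the nasal mesenchyme and of muscle progenitors, was nearest to 4 peaks in the medial nasal plate, 6 in the lateral nasal plate, 4 in the e13.5 nose and 2 in the e15.5 library labelled mandibular, and to none elsewhere. Of the gained regions, 78 had a peak in 1 of the 3 libraries of e13.5 and 13 in all 3, and of the lost regions 109 and 3. Reproducible distal regions numbered 7751 here. That is lower than the value quoted from the study above, which came from another species and other samples, and the classes by stage and by week are different measures.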
